# Depletion of club cells attenuates bleomycin-induced lung injury and fibrosis in mice

**DOI:** 10.1186/s12950-017-0168-1

**Published:** 2017-09-18

**Authors:** Tetsuya Yokoyama, Toyoshi Yanagihara, Kunihiro Suzuki, Naoki Hamada, Kazuya Tsubouchi, Saiko Ogata-Suetsugu, Hironori Mikumo, Chika Ikeda-Harada, Takashige Maeyama, Kazuyoshi Kuwano, Yoichi Nakanishi

**Keywords:** Club cell, Lung injury, Lung fibrosis

## Abstract

**Background:**

The role of bronchiolar epithelial cells in the pathogenesis of pulmonary fibrosis has not been clarified. We previously demonstrated DNA damage in murine bronchioles in the early stages of bleomycin-induced pulmonary fibrosis that subsequently extended to alveolar cells at the advanced stages of the disease. Club cells are progenitor cells for bronchioles and are known to play protective roles against lung inflammation and damage. The aim of the present study was to elucidate the role of club cells in the development of pulmonary fibrosis.

**Methods:**

C57BL/6 J mice received naphthalene intraperitoneally on day −2 to deplete club cells and were given intratracheal bleomycin or a vehicle on day 0. Lung tissues were obtained on days 1, 7, and 14, and bronchoalveolar lavage was performed on day 14. Bronchiolar epithelial cells sampled by laser capture microdissection were analyzed by gene expression microarray analysis on day 14.

**Results:**

Club cell depletion induced by naphthalene protected mice from bleomycin-induced lung injury and fibrosis. Bleomycin-triggered bronchiolar TGF-β1 expression was reduced. Gene expression microarray analysis revealed that genes associated with inflammatory response and chemokine activity were downregulated in the bleomycin-injured bronchiolar epithelium with club cell injury compared to that in bronchiolar epithelium without cell injury.

**Conclusions:**

Club cells are involved in the development of lung injury and fibrosis.

## Background

Idiopathic pulmonary fibrosis is a representative disease of chronic fibrosing interstitial pneumonia of unknown etiology with the histopathological characteristics of usual interstitial pneumonia [1]. The prognosis of this disease is poor, and till date, effective treatments have not been sufficiently developed [1]. Although the pathogenesis of pulmonary fibrosis is not completely understood, it is thought that recurrent alveolar epithelial injury followed by aberrant repair eventually leads to this disease [2]. Therefore, it was previously believed that the predominantly affected region is the alveolar epithelial cells. However, our previous study demonstrated that apoptotic cells are found in the bronchiolar epithelial cells, as well as in some alveolar epithelial cells, around the bronchioles at 6 h after bleomycin instillation [3]*.* From day 1 to day 14, apoptotic bronchiolar epithelial cells disappeared, whereas apoptosis of alveolar epithelial cells was observed, and they distributed diffusely throughout the lung parenchyma [3].

Regional pulmonary stem cells are essential for tissue repair. Progenitor cell populations are basal cells in proximal airways and club cells, variant club cells, pulmonary neuroendocrine cells, and bronchioalveolar stem cells in distal airways [4, 5]. Progenitor cell dysfunction impairs regeneration and promotes lung injury [6]. Club cells are non-ciliated secretory epithelial cells that line bronchioles; these cells play progenitor roles and maintain homeostasis of bronchiolar walls [7–9]. Club cells have various functions, one of which is the augmentation of the inflammatory response by producing club cell secretory protein (CCSP) [10, 11]. Lipopolysaccharide (LPS) -induced pulmonary inflammation is augmented in chemically club cell-depleted mice and CCSP^−/−^ mice [11].

However, the role of club cells in the development of pulmonary fibrosis remains largely unclear. In the present study, we investigated the role of club cells in the development of pulmonary fibrosis by transiently depleting club cells using naphthalene, an aromatic hydrocarbon that is specifically cytotoxic to club cells [12].

## Methods

### Animal treatment

This experiment was approved by the Committee on Ethics regarding Animal Experiments of Kyushu University (reference number: A28–074-0) and was performed according to the guidelines of the American Physiological Society. Female C57BL/6 J mice (7 weeks old; Japan SLC, Shizuoka, Japan) were used in all experiments. Their initial body weights were 16 to 18 g. Naphthalene in corn oil (200 mg/kg; Wako Pure Chemical Industries, Osaka, Japan) was injected intraperitoneally on day −2. Controls were injected with corn oil only. The anesthetized mice were intratracheally administered 50 μl of 2 U/kg bleomycin hydrochloride (Nippon Kayaku, Tokyo, Japan) solution in saline on day 0. Controls were administered saline only. Mice were anesthetized and killed on days 1, 7, and 14.

### Histopathologic examination and immunohistochemistry

Histopathologic examination and pathological grading of lung injury were performed as previously described [13]. Sections were stained with Elastica van Gieson to assess collagen deposition. Immunohistochemistry was performed using the following method. Sections were deparaffinized with xylene and dehydrated in graded ethanol. Endogenous peroxidase activity was blocked with 0.3% hydrogen peroxide in methanol for 30 min at room temperature. Sections were autoclaved (121 °C, 5 min) to activate heat-mediated antigen retrieval. After blocking nonspecific proteins by incubating with normal serum, the sections were incubated with anti-CCSP antibodies (1:2000; Santa Cruz Biotechnology, Santa Cruz, CA) and anti-Trefoil factor 2 (TFF2) antibodies (1:150; Proteintech, Chicago, IL) at 4 °C overnight. Next, the sections were incubated with an immunoperoxidase polymer reagent, Histofine Simple Stain Mouse MAX PO (Nichirei Bioscience, Tokyo, Japan), for 30 min. Positive reactions were visualized with 3,3′-diaminobenzidine tetrahydrochloride (Nichirei Bioscience). The nuclei were lightly counterstained with hematoxylin. The representative immunostaining image for the control group was taken on day 14. Counting of the CCSP-positive cells in the bronchiolar epithelial cells was performed as previously described [14].

Collagen deposition was assessed by semi-quantitative morphological methods on paraffin-embedded samples stained with Elastica van Gieson. Twenty microscopic fields per animal were randomly registered by a digitizing camera attached to a light microscope with 200-fold magnification. On the digitized images, the area of the collagen fibers was measured using a fluorescence microscope (Biozero; KEYENCE, Osaka, Japan).

### Bronchoalveolar lavage

The bronchoalveolar lavage (BAL) method and analysis, as well as the measurement of the protein concentration, were performed as previously described [14].

### Enzyme-linked immunosorbent assay (ELISA)

The concentration of transforming growth factor-β1 (TGF-β1) in the BAL fluid supernatants was measured using commercial ELISA kits (R&D Systems, Minneapolis, MN) according to the manufacturer’s instructions. We performed all assays in duplicate, and the mean of two measurements was taken for each individual sample.

### Sampling with laser capture microdissection

Bronchiolar epithelial cells from lung tissues were sampled by laser capture microdissection using a Leica AS LMD (Leica Microsystems, Wetzlar, Germany) as previously described [14].

### Gene expression microarray and data analysis

Three mice were included in each group. Gene expression microarray and data analysis were performed as previously described [15]. Microarray data analysis was supported by Cell Innovator (Fukuoka, Japan). Total RNA was isolated from the cells extracted by laser capture microdissection using an RNeasy Micro Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. The RNA samples were quantified by an ND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA), and the quality was confirmed with an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). The complementary RNA was amplified, labeled, and hybridized to a SurePrint G3 Mouse GE 8 × 60 K Microarray (Agilent Technologies) according to the manufacturer’s instructions. All hybridized microarray slides were scanned using an Agilent scanner. Relative hybridization intensities and background hybridization values were calculated using Agilent Feature Extraction Software (version 9.5.1.1). The raw signal intensities and flags for each probe were calculated from the hybridization intensities (gProcessedSignal) and spot information (gIsSaturated, etc.) according to the procedures recommended by Agilent. (Flag criteria on GeneSpring Software. Absent (A): “Feature is not positive and significant” and “Feature is not above background.” Marginal (M): “Feature is not uniform,” “Feature is saturated,” and “Feature is a population outlier.” Present (P): Others.). The raw signal intensities of the two samples were log_2_-transformed and normalized using a quantile algorithm with the “preprocessCore” library package on Bioconductor software [16]. We selected probes that call “P” flag in both of the samples. To identify up or downregulated genes, we calculated the *Z*-scores and ratios (non-log-scaled fold-change) from the normalized signal intensities of each probe to compare the control and experiment samples. Then, we established criteria for the regulated genes: (upregulated genes) *Z*-score ≥ 2.0 and ratio ≥ 5-fold, (downregulated genes) *Z*-score ≤ −2.0 and ratio ≤ 0.2.The gene expression array data have been deposited in the Gene Expression Omnibus (accession number GSE94522).

The gene ontology analysis for differentially expressed genes was performed using DAVID with an all-mouse gene background and an enrichment score cutoff of more than 5.

### Statistical analysis

All data were statistically analyzed with *t*-tests between paired groups using JMP (version 9; SAS Institute, Cary, NC). *P* values less than 0.05 were considered statistically significant. Statistical analysis for the gene expression microarray was performed as described above.

## Results

### Naphthalene induces club cell injury

We administered bleomycin intratracheally 2 days after the naphthalene injection. Immunohistochemistry for CCSP was performed to confirm the transient naphthalene-induced club cell depletion (Fig. 1). In the naphthalene-treated mice with or without bleomycin administration, most of the bronchiolar epithelial cells were negative for CCSP on day 1. A few CCSP-positive cells were detected on day 7, which subsequently almost recovered to the normal level on day 14 in the club cell-depleted mice. The mice treated with bleomycin after club cell depletion showed a similar tendency of CCSP alteration with naphthalene alone. However, the subsequent recovery of the CCSP-positive cells was delayed compared to treatment with naphthalene alone.

**Fig. 1:**
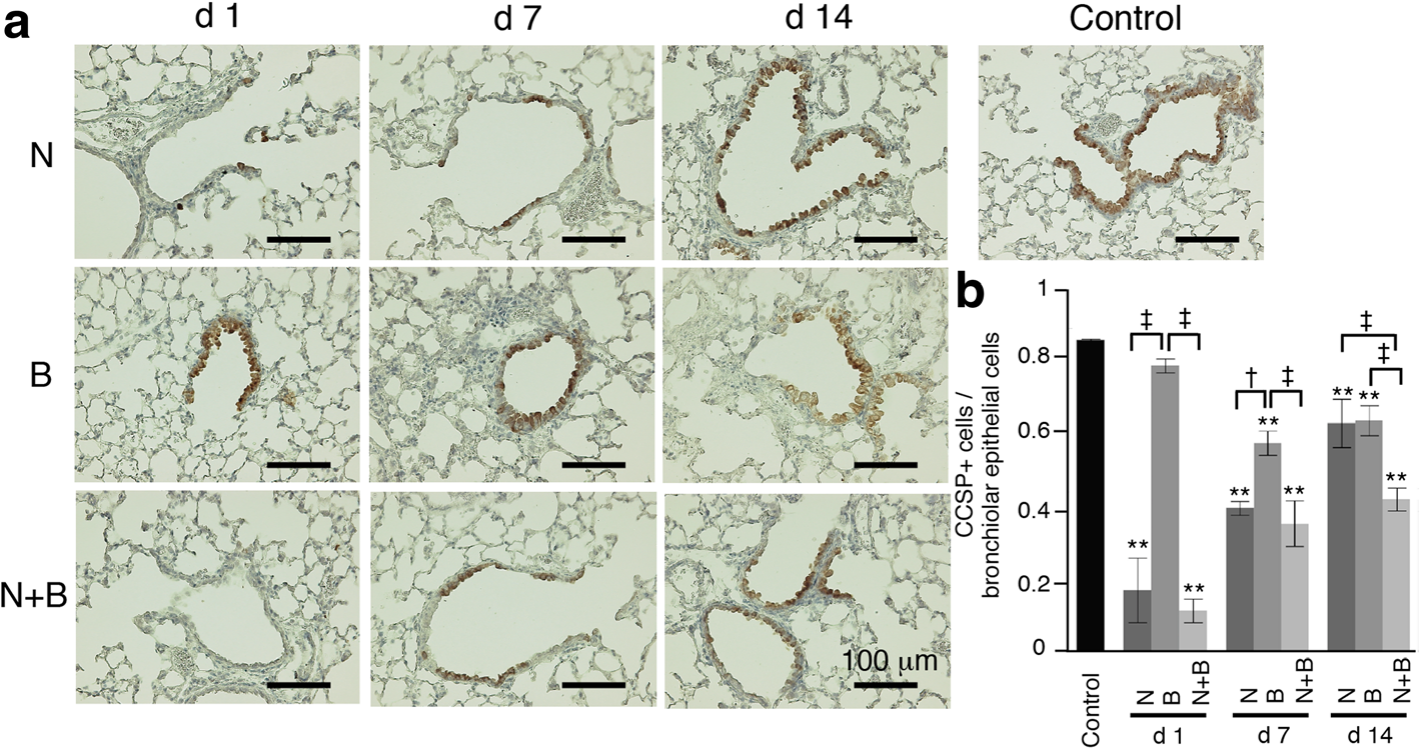
Assessment of naphthalene-induced club cell injury. C57BL/6 J mice were intraperitoneally injected with naphthalene or corn oil on day −2 and intratracheally administered bleomycin or vehicle on day 0. **a** Immunohistochemistry for CCSP in lung tissues was performed on days 1, 7, and 14, and representative images for the control, naphthalene alone, bleomycin alone, and bleomycin following naphthalene samples are shown. **b** Semi-quantified data of the ratio of the CCSP-positive cells to the bronchiolar epithelium. Data are presented as the mean ± SE of three mice. *P < 0.01 compared with control, ^†^ *P* < 0.05 and ^‡^ *P* < 0.01 compared between paired groups. N = naphthalene alone; B = bleomycin alone; N + B = bleomycin following naphthalene; CCSP = club cell secretory protein

### Depletion of club cells attenuates bleomycin-induced lung injury and fibrosis

To elucidate the involvement of club cells in the pathogenesis of lung injury and fibrosis, we performed histological analysis and BAL fluid analysis on day 14. Hematoxylin and eosin staining of the lung tissues revealed that intratracheal bleomycin instillation caused infiltration of the inflammatory cells into the lung interstitium and thickening of the alveolar septa. However, club cell depletion significantly attenuated bleomycin-induced infiltration of the inflammatory cells and thickening of the alveolar septa (Fig. 2a, b). Elastica van Gieson staining revealed that club cell depletion also attenuated bleomycin-induced collagen deposition in the lung (Fig. 2c, d).

**Fig. 2:**
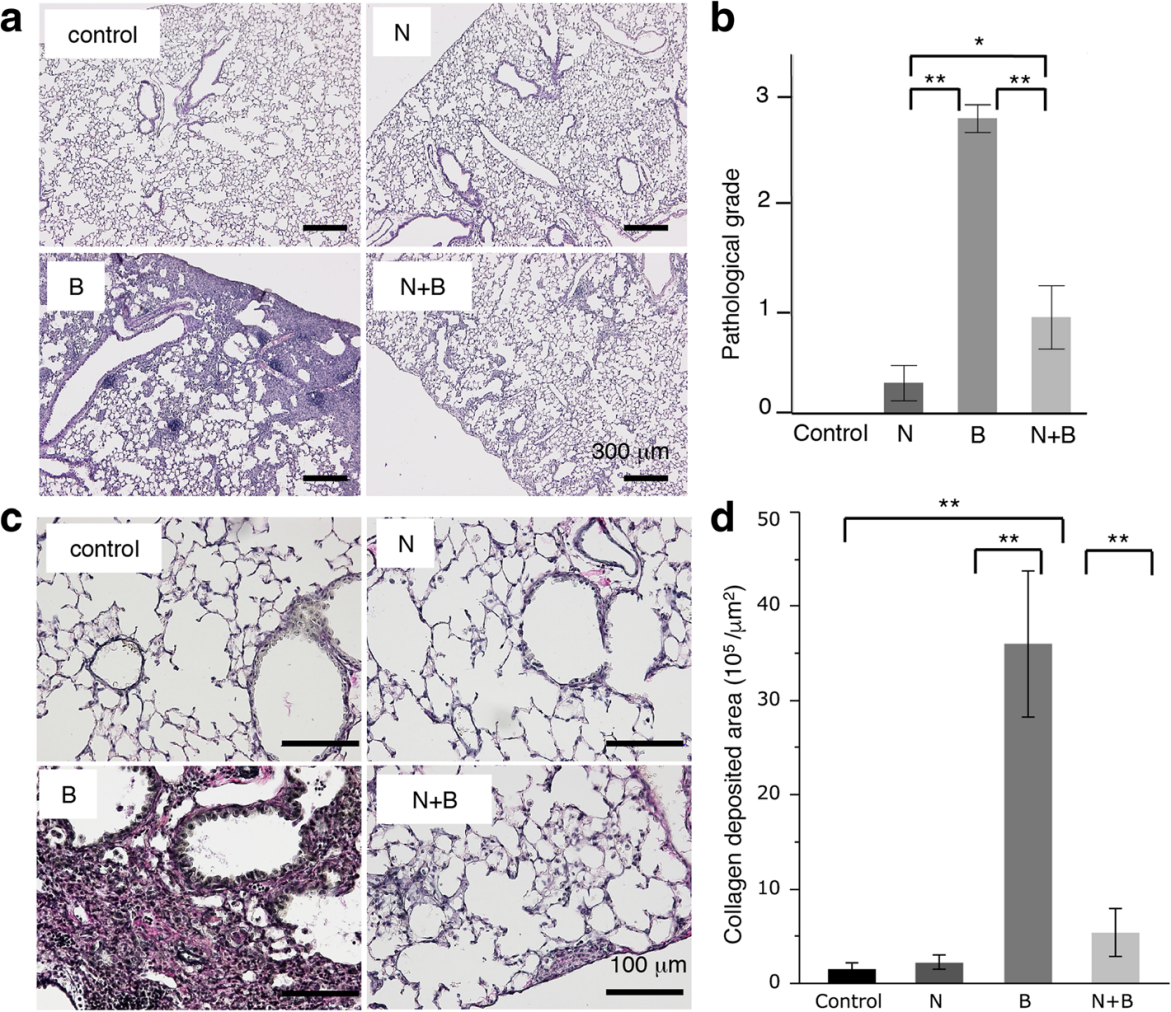
Depletion of club cells attenuated bleomycin-induced lung injury and fibrosis. **a** Hematoxylin and eosin staining of lung tissues from mice treated with control, naphthalene alone, bleomycin alone, and bleomycin following naphthalene. **b** Quantitative results of the pathological grade of lung injury. **c** Elastica van Gieson staining of lung tissues from the mice treated with control, naphthalene alone, bleomycin alone, and bleomycin following naphthalene on day 14. **d** Quantitative results of collagen deposition in the lung tissues. Data are presented as the mean ± SE of three mice in each group. *P < 0.05 and **P < 0.01. N = naphthalene alone; B = bleomycin alone; N + B = bleomycin following naphthalene

Club cell depletion also reduced the total cell count, lymphocyte count, and protein concentration in the BAL fluid (Fig. 3a, b), which is consistent with the histological results. We believe that the higher neutrophil count in the club cell-depleted mice is due to the naphthalene induction of neutrophil migration to the airways, as previously described [14].

**Fig. 3:**
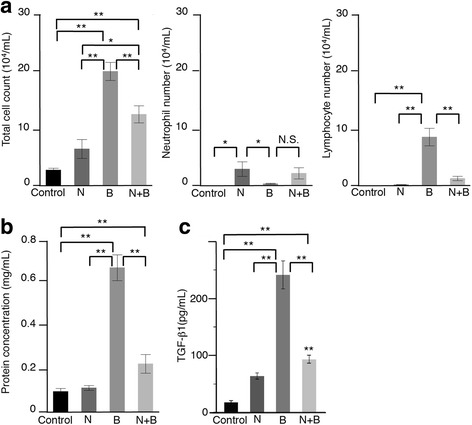
Depletion of club cells suppressed the total cell count, protein concentration, and TGF-β1 production in the bronchoalveolar lavage fluid. **a** The cell count (white blood cells, neutrophils, and lymphocytes), **b** protein concentration, and **c** TGF-β1 levels in the BAL fluid on day 14. Data are presented as the mean ± SE of 7–15 mice in each group. *P < 0.05 and **P < 0.01. N = naphthalene alone; B = bleomycin alone; N + B = bleomycin following naphthalene

TGF-β1 plays central roles in the fibrogenesis, and its expression is upregulated in activated bronchiolar and alveolar type II cells and macrophages in idiopathic pulmonary fibrosis [17]. Club cell depletion reduced bleomycin-induced TGF-β1 in the BAL fluid (Fig. 3c). Similar results were obtained from the immunohistostaining of TGF-β1, especially in the early phase (Fig. 4). These results suggest that club cells play an important role in bleomycin-induced pulmonary fibrosis.

**Fig. 4:**
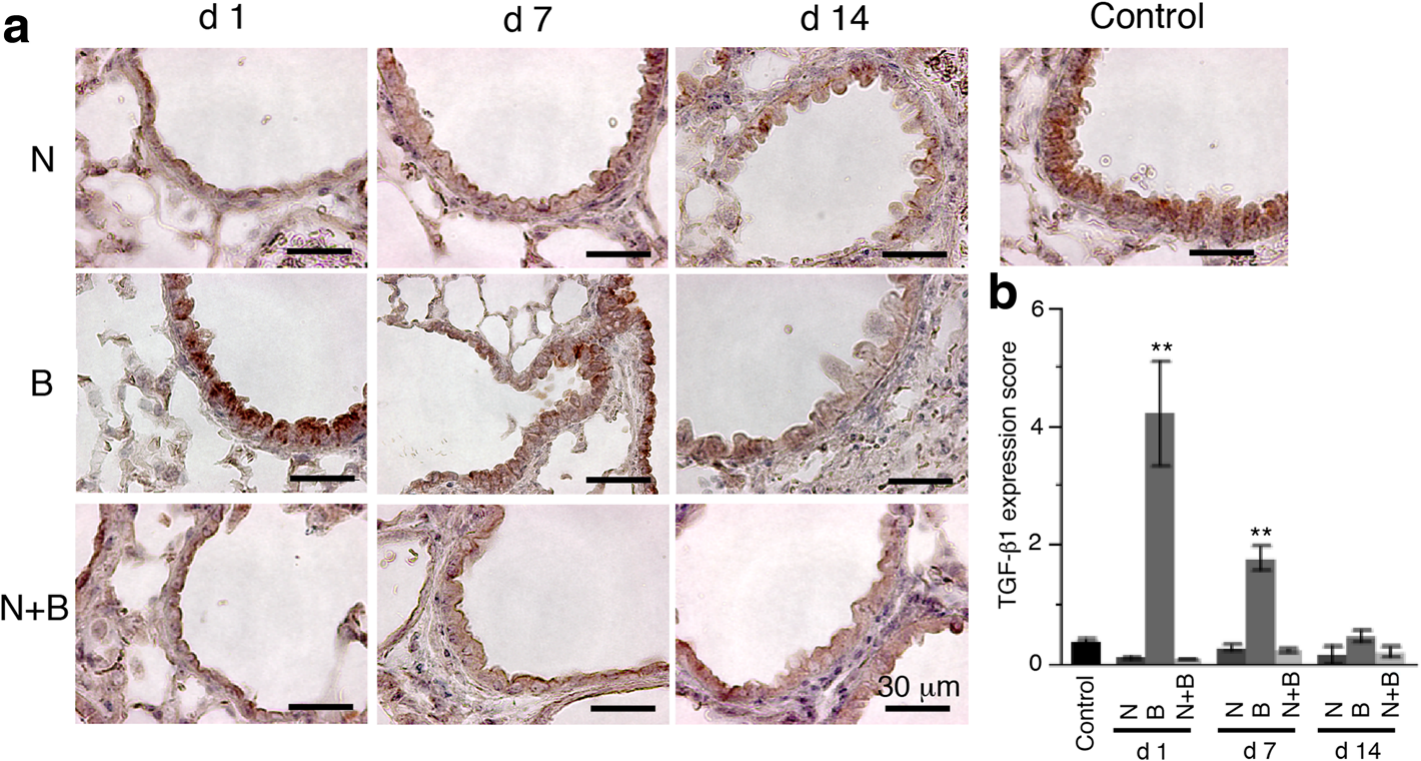
Upregulated expression of TGF-β1 protein in bronchiolar epithelial cells by intratracheal bleomycin instillation was inhibited by naphthalene-induced club cell injury. **a** Immunohistochemistry for TGF − β1 of lung tissues on days 1, 7, and 14. Representative image of control, naphthalene alone, bleomycin alone, and bleomycin following naphthalene were shown. **b** Semi-quantitative analysis of TGF-β1 expression. The intensity of immunostaining (0 = negative, 1–3 = weak, 4–6 = intense) was assessed in 20 bronchioles per each sample. Data are represented as mean ± SE of three mice each group. **P < 0.01 compared with all other groups. N = naphthalene alone; B = bleomycin alone; N + B = bleomycin following naphthalene

### Gene expression microarray analysis of bronchiolar epithelial cells

To explore the underlying mechanism why naphthalene-induced club cell injury behaved protectively against bleomycin-induced lung injury, we next performed gene expression microarray analysis on bronchiolar epithelial cells selectively obtained from the lung tissues by laser capture microdissection on day 14. 

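Bronchiolar epithelial cells were cut out of lung sections under the microscope by laser capture microdissection, and the RNA of each mouse was hybridized to 1 array. The 12 mice made 4 groups of 3: control mice, mice given naphthalene alone (N), mice given bleomycin alone (B) and mice given bleomycin following naphthalene (N + B). Naphthalene was given at 200 mg/kg on day −2 and bleomycin at 2 U/kg on day 0. The authors deposited the intensity of each spot as the scanner software gives it, with the background of the array subtracted, on a linear scale and without normalization between arrays. The file headers name a later version of that software than the methods do, and the sample labels name the RNeasy Mini Kit where the methods name the RNeasy Micro Kit. Each array held 59305 spots of 55681 probes besides its control spots. Through their transcript accessions, 27235 probes (48.9%) could be paired with the symbols of 20660 genes (names from GRCm38.p6), and 16194 probes were listed by a region of the genome only.

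The intensities were log2-transformed and quantile normalized over the 12 arrays, spots marked as outliers were set to missing, and replicate spots were averaged. A probe entered the tests when it was well above background on all 3 arrays of at least 1 group, which held for 35986 probes of 16125 genes. The groups were compared with limma, which fits all 4 group means, moderates the variance of each probe over all probes, and adjusts p for the number of probes (Benjamini-Hochberg, two-sided). Of several probes of a gene, the one with the highest mean signal stands for it. With 3 mice against 3, the number of arrays limits the precision, and an exact permutation test cannot give a two-sided p under 0.1.

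On 11 arrays, 33685 to 41213 spots were well above background, and on the array of N + B replicate 2, 48932 (82.5%) were. Across probes, which are not independent replicates, the normalized values of that array had a Pearson correlation of 0.870 to 0.885 with the other arrays, against 0.965 to 0.991 among those. The controls and N replicate 1 shared 1 slide, and the other 8 arrays, with all those of B and N + B, shared the other.

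**Figure D1:**
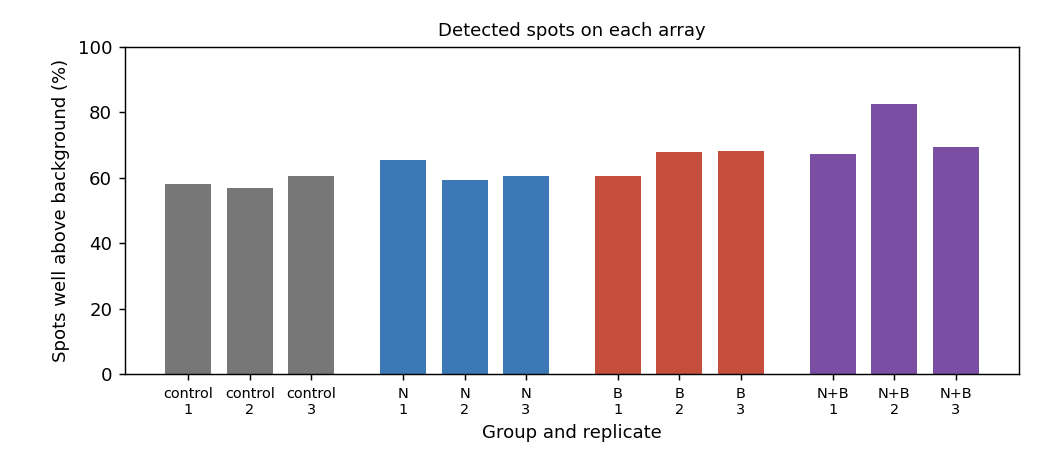
Percentage of spots well above background (vertical axis) on the array of each mouse, grouped by treatment, with the replicate number under each bar. The array of N + B replicate 2 stands at 82.5%, and the other arrays lie between 56.8% and 69.5%.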

The gene expression patterns for the bleomycin-injected mice with and without club cell depletion are shown in Fig. 5a. 

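Of the 67 genes printed beside the heat map, 59 had a probe that entered the tests. The mean signal of 58 of these was lower in N + B than in B, and that of 1, F10, was higher on its brighter probe (log2 fold change 0.91) and lower on its dimmer one (−1.20). Their median log2 fold change was −1.54, with a range of −3.22 to 0.91. Every N + B array lay below every B array for 50 of the 59 genes, where chance alone separates 3 arrays from 3 in 10% of genes, in either direction. With limma, 2 of them had an adjusted p under 0.05 over all probes tested, Spink1 (printed as Spink3) and Gdf15. The study chose these genes on the same arrays, so the tally is not independent evidence. Without naphthalene, 58 of the 59 were higher in B than in control mice, 44 of them with an adjusted p under 0.05, and 47 were lower in N + B than in N.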

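The methods give the criteria for regulated genes for 2 samples, and the paper's text does not state how the 3 mice of a group were combined or how the Z-score was computed. Here they were applied to the group means of the normalized log2 signals of B and N + B over the 32013 probes that were Present on all 6 arrays. Z was the log2 ratio of a probe minus the mean over these probes, divided by their SD. A Z-score of at most −2 with a ratio of at most 0.2 was reached by 6 genes, Cxcl5, Mmp12, Plau, Saa3, Spink1 and Thbs4. A Z-score of at least 2 with a ratio of at least 5 was reached by 13 genes, Bpifa1, Bpifb1, Gp2, Muc5b, Scgb3a1, Tff2, 2610318N02Rik, Arfrp1, Ccr3, Olah, Tnk2os, Zfp866 and Zfp939. A further 20 probes without a gene symbol passed as higher and 1 as lower. Of the other settings tried, a ratio of 2 moved the numbers most, to 286 genes lower and 275 higher.

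The last 7 of the genes named as higher passed through the array of N + B replicate 2, and without it their log2 ratios lay between −0.02 and 0.86. Without that array, 4 genes passed as lower and 6 as higher, and Mmp12, Plau and Thbs4 no longer passed as lower, with log2 ratios of −1.94, −2.01 and −2.21. Other single arrays moved the numbers too, to 23 lower genes without B replicate 3, 19 lower and 62 higher without N + B replicate 1, and 19 lower and 51 higher without N + B replicate 3. Spink1 (NM_009258), a secreted inhibitor of serine proteases, had a signal of 9.87 ± 0.43 (log2, SD, n = 3) in B and 6.85 ± 0.37 (n = 3) in N + B. For the chemokine Cxcl5 (NM_009141), the means were 9.34 ± 0.80 (n = 3) and 6.72 ± 0.73 (n = 3), and every N + B array lay below every B array for both genes.

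**Figure D2:**
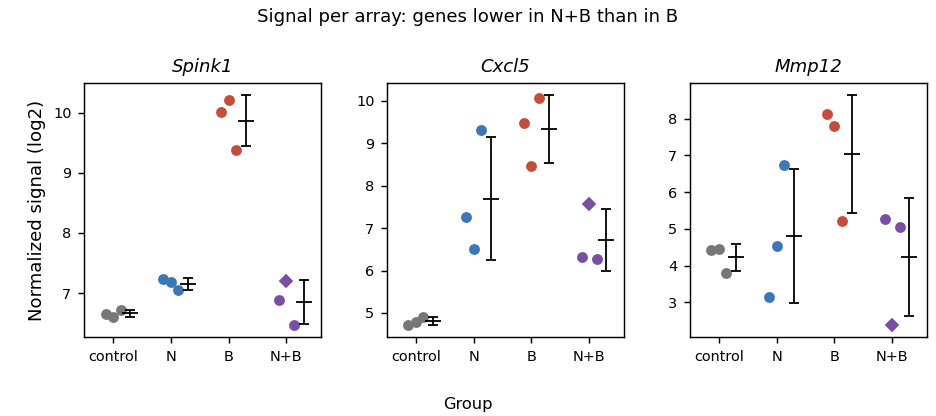
Normalized log2 signal (vertical axis) of Spink1, Cxcl5 and Mmp12 on each array, by group. Circles are mice, the diamond is N + B replicate 2, and the black bars give the mean and SD of 3 mice. In N + B the mean is 6.85 for Spink1, 6.72 for Cxcl5 and 4.23 for Mmp12, whose N + B and B values overlap.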

The bleomycin-injected mice with club cell depletion showed 17 markedly downregulated genes and 16 markedly upregulated genes compared to those without club cell depletion (Fig. 5b). To confirm this result, we performed immunostaining for one of the upregulated genes, *Tff2* (Fig. 6).

**Fig. 5:**
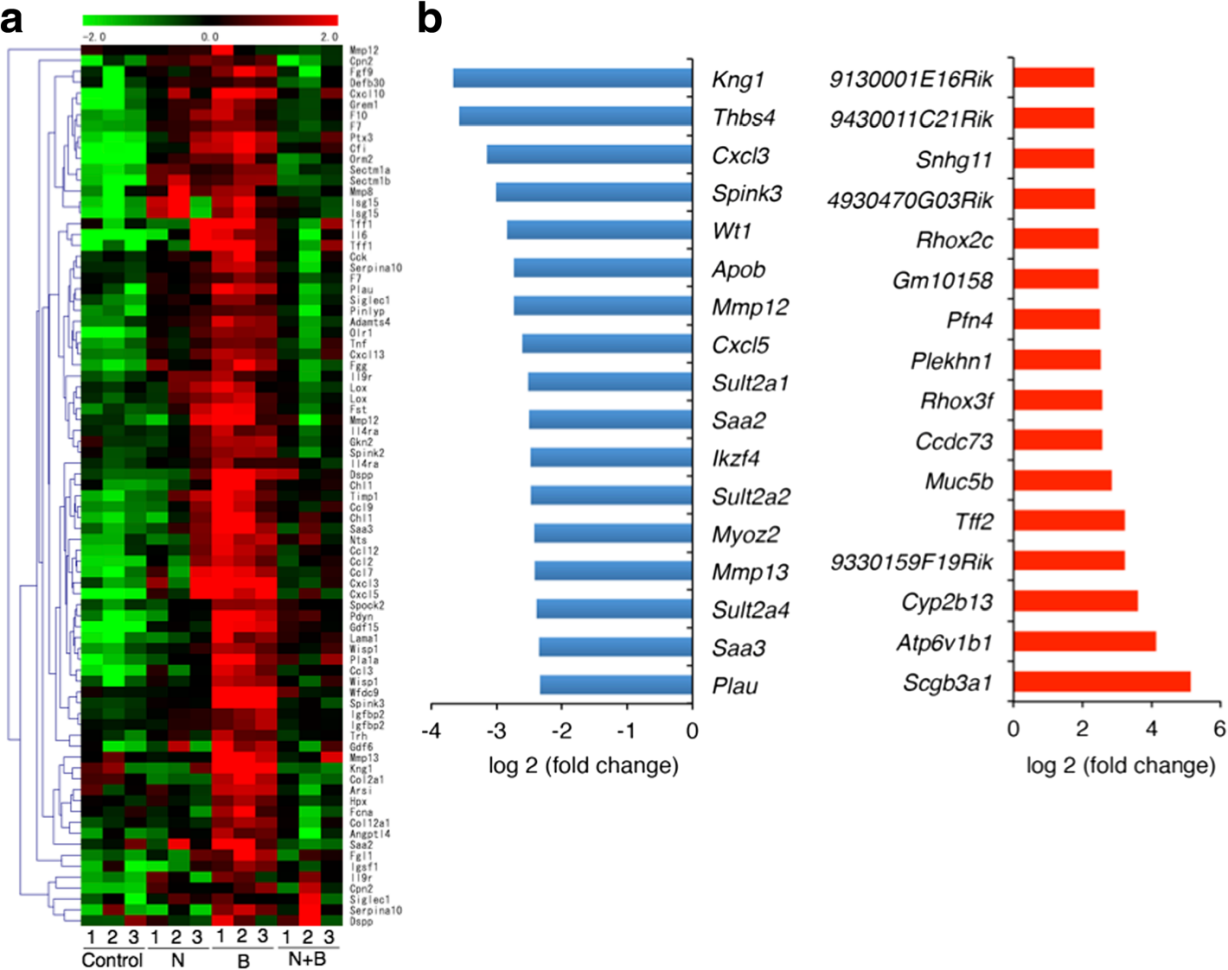
Gene expression analysis of the bronchiolar epithelium from bleomycin-treated mice with naphthalene-induced club cell injury compared to that without cell injury on day 14. **a** Heat map of the expression levels of selected genes in different clusters (red, upregulated; green, downregulated). **b** Genes downregulated and upregulated by bleomycin in the bronchiolar epithelium with club cell injury compared to those without injury on day 14. N = naphthalene alone; B = bleomycin alone; N + B = bleomycin following naphthalene

**Fig. 6:**
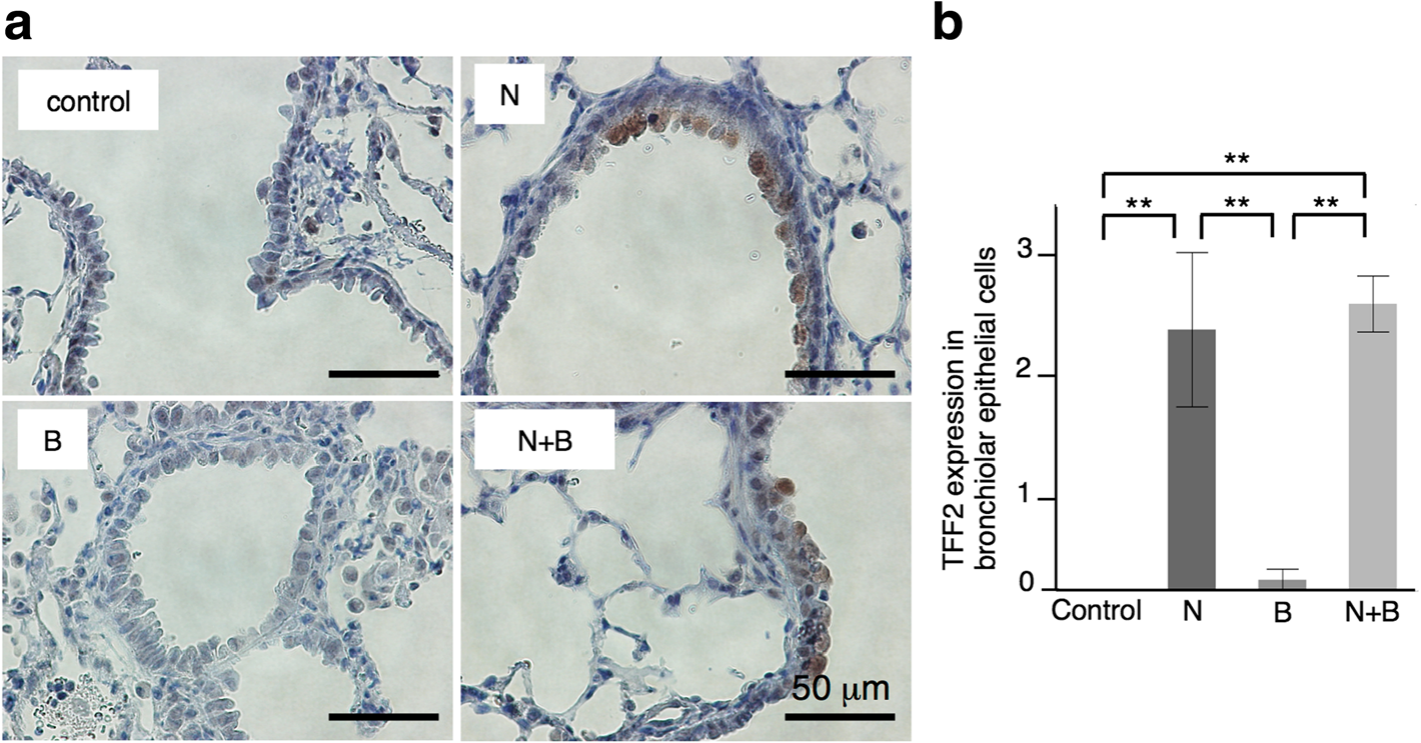
TFF2 expression in the bronchiolar epithelial cells. **a** Immunohistochemistry for TFF2 of lung tissues on day 14. **b** Semi-quantitative analysis of TFF2 expression. The intensity of immunostaining (0 = negative, 1 = weak, 2 = intense) and the percentage of positive cells (1 = <50%, 2 = 50–75%, 3 = >75%) were assessed in 20 bronchioles per each sample. The scores of each sample were multiplied to give a final score of 0 to 6. **P < 0.01. TFF2, trefoil factor 2. N = naphthalene alone; B = bleomycin alone; N + B = bleomycin following naphthalene

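The files hold no ontology terms, and the member genes of the terms tested in the study are not listed in the paper's text. Lists of gene families were therefore written from general knowledge. Each list was tested with camera of limma, at a preset correlation of 0.01 between genes, with adjustment over the 7 lists. The median log2 fold change between N + B and B over all genes tested was −0.14, and the list medians are to be read against it.

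The 14 acute-phase proteins had a median log2 fold change of −1.09 (adjusted p = 2.8e-04 from camera), and 13 of them were lower in N + B. The 43 genes listed as serine protease inhibitors had a median of −0.53 (adjusted p = 2.8e-04 from camera), with 35 lower. They were chosen by their Serpin and Spink symbols, not by whether each protein is known to inhibit such a protease. A list of 50 cytokine genes had a median of −0.34, with 37 lower, and did not pass (adjusted p = 0.384). That list holds interleukins, TNF-family cytokines, interferons, colony-stimulating factors and related cytokines, and its rule for symbols also took in the receptors Ifnar1, Ifnar2, Ifngr1 and Ifngr2. Without N + B replicate 2 the medians were −0.15 for the cytokines, −0.31 for the inhibitors and −1.28 for the acute-phase proteins. Under fry, a test of limma that does not preset the correlation, the acute-phase proteins (adjusted p = 0.00709) and the inhibitors (adjusted p = 0.00219) passed and the cytokines did not (adjusted p = 0.0537). With camera's correlation estimated from the arrays no list passed, the acute-phase proteins and the inhibitors both at an adjusted p = 0.147. The setting that moved the acute-phase median most was the filter for probes well above background on all 12 arrays, with −0.48.

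Adjusted over the list alone, 5 acute-phase proteins (Fgg, Hpx, Orm2, Ptx3 and Saa3) were lower and Itih4 was higher. The study printed the lower ones from the same arrays, so these calls are not independent evidence. Of the inhibitors, 8 were lower and 1 higher, adjusted over the list alone, among them Serpina10, Spink1 and Spink2, which the study printed as well. Over all genes tested, Spink1 alone was called in these 3 lists. Saa3 (NM_011315), serum amyloid A3, had a log2 signal of 10.98 ± 0.91 (SD, n = 3) in B and 8.65 ± 0.75 (n = 3) in N + B, a log2 fold change of −2.34 (SE 0.54, adjusted p = 0.310 from limma).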

Gene ontology analysis showed that the biological process terms “response to wounding,” “inflammatory response,” and “defense response” were significantly downregulated in bleomycin-injected mice with club cell depletion compared with those without. 

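The 33 chemokine ligands kept on the arrays, chosen by their Ccl, Cxcl and related symbols, had a median log2 fold change of −0.75 between N + B and B (adjusted p = 2.8e-04 from camera), and 29 of them were lower in N + B. The list also passed under fry (adjusted p = 0.0318), but not with the correlation estimated from the arrays (adjusted p = 0.289). Its median was −0.54 without N + B replicate 2. In B against control mice it was 1.58, and 0.95 with genes that were not well above background in 1 group held at their bound. None of the ligands was called over all genes tested. Adjusted over the list alone, Cxcl3, Cxcl5, Ccl12 and Cxcl13 were called, all lower. The study printed all of them from the same arrays, so these calls are not independent evidence.

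Cxcl3 (NM_203320) fell from 5.53 ± 0.41 (log2, SD, n = 3) in B to 2.31 ± 0.36 (n = 3) in N + B, where it was well above background on 1 of 3 arrays, that of N + B replicate 2. The size of its fall is therefore not well measured. The fitted log2 fold change was −3.22 (SE 0.58, adjusted p = 0.227 from limma), and −0.71 with normexp background correction. That of Cxcl5 was −2.62 (SE 0.67, adjusted p = 0.336), and with each array left out in turn it stayed between −3.12 and −2.25.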

Further, the molecular function terms “chemokine activity” and “chemokine receptor binding” were also significantly downregulated (Table 1). On the contrary, “cytokine–cytokine receptor interaction,” “extracellular matrix–receptor interaction,” and “complement and coagulation cascades” were significantly upregulated (Table 2). These results suggest that excessive wound response and inflammation response in club cells worsen pulmonary fibrosis.

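The 84 cytokine and chemokine receptors had a median log2 fold change of −0.41 between N + B and B (adjusted p = 0.0478 from camera), with 68 of them lower in N + B, and the list, whose rule for symbols also took in the receptor antagonist Il1rn, did not pass under fry (adjusted p = 0.112). Without N + B replicate 2 its median was −0.07, where that of all genes was −0.02, and it no longer passed camera. The 54 complement and coagulation genes had a median of −0.25 (adjusted p = 0.384), with 35 lower. That list passed camera, with a median below 0, when B replicate 3 or N + B replicate 2 was left out. The 70 genes of extracellular matrix and its receptors had a median of −0.10 and a mean of −0.20, with 43 lower, while the direction camera gave against the other genes was up (adjusted p = 0.735). Both lists had a higher adjusted p than 0.05 under fry as well. No gene of these 3 lists was called over all genes tested. Adjusted over the list alone, 6 complement and coagulation genes were lower (of which the study printed Cfi, F7, Fgg and Plau from the same arrays) and 1 higher, 1 matrix gene, Spp1, was lower, and no receptor was called. Against control mice, all 3 lists had medians above 0 in B, of 0.62 for the receptors, 0.57 for complement and coagulation and 0.39 for matrix and receptors (0.50, 0.50 and 0.38 with dim genes held at their bound).

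From the results of its ontology analysis, the paper proposes that too strong a response of club cells to wounding and inflammation makes the fibrosis of the lung worse.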

**Table 1:** Gene ontology analysis for downregulated genes in the bronchiolar epithelium of bleomycin-treated mice with naphthalene-induced club cell injury compared to that without cell injury on day 14

Gene ontology term	Frequency (%)	*P* value	FDR (%)
Biological process			
Response to wounding	5.48	1.34 × 10^−15^	2.33 × 10^−12^
Inflammatory response	3.75	1.41 × 10^−11^	2.47 × 10^−8^
Defense response	4.90	3.28 × 10^−8^	5.75 × 10^−5^
Molecular function			
Chemokine activity	1.25	1.68 × 10^−7^	2.52 × 10^−4^
Chemokine receptor binding	1.25	2.32 × 10^−7^	3.48 × 10^−4^
Cytokine activity	2.59	8.90 × 10^−7^	0.001
Biological process			
Chemotaxis	2.02	2.52 × 10^−7^	4.42 × 10^−4^
Taxis	2.02	2.52 × 10^−7^	4.42 × 10^−4^
Locomotory behavior	2.69	3.99 × 10^−5^	0.070
Molecular function			
Serine-type endopeptidase inhibitor activity	1.92	3.55 × 10^−6^	0.005
Endopeptidase inhibitor activity	2.31	4.57 × 10^−6^	0.007
Peptidase inhibitor activity	2.40	6.48 × 10^−6^	0.010
Enzyme inhibitor activity	2.88	1.07 × 10^−5^	0.016

**Table 2:** Gene ontology analysis for upregulated genes in the bronchiolar epithelium of bleomycin-treated mice with naphthalene-induced club cell injury compared to that without cell injury on day 14

Pathway	Frequency (%)	*P* value	FDR (%)
Cytokine–cytokine receptor interaction	3.53	2.55 × 10^−15^	3.12 × 10^−12^
Extracellular matrix–receptor interaction	1.25	3.95 × 10^−6^	0.005
Complement and coagulation cascades	1.14	9.85 × 10^−6^	0.012

*FDR* false discovery rate

## Discussion

The aim of the present study was to elucidate the role of bronchiolar epithelial cells in the fibrotic milieu. During the planning phase, we speculated that depletion of club cells exacerbates bleomycin-induced pulmonary fibrosis. However, our results show that club cell-depleted mice are unexpectedly resistant to bleomycin-induced lung injury and fibrosis.

We demonstrated the involvement of bronchiolar epithelial cells in the development of bleomycin-induced lung injury and fibrosis. Naphthalene-induced club cell injury suppressed bleomycin-triggered TGF-β1 expression in the bronchiolar epithelium (Fig. 4). The expression was strongly inhibited on day 1. Our previous study has demonstrated that intratracheal bleomycin instillation induced apoptotic cells and proinflammatory mediator high mobility group box 1 expression in the bronchiolar epithelial cells [3, 13]. In the model of bleomycin-induced lung injury, bronchiolar epithelial cells were first affected and then expressed proinflammatory and profibrotic mediators. A recent report has demonstrated that tumor necrosis factor (TNF) superfamily protein 14, also known as LIGHT upregulated thymic stromal lymphoprotein (TSLP), with binding to its receptors on human and murine bronchiolar epithelial cells [18]. The inhibition of TSLP production by blocking LIGHT binding to its receptors attenuated bleomycin-induced pulmonary fibrosis [18]. These findings indicate that several mediators derived from bronchiolar epithelial cells play a crucial role in bleomycin-induced lung injury and fibrosis.

A number of genes expressions were markedly altered in the bleomycin-injured bronchiolar epithelial cells with club cell injury compared to those without injury. 

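Between N + B and B, limma called 3 genes lower and 2 higher among the 16125 genes tested, and 3821 probes (10.6%) had an unadjusted p under 0.05. Spink1 had a log2 fold change of −3.02 (SE 0.24, adjusted p = 0.0055). Those of the stress-response genes Gdf15 (NM_011819) and Cdkn1a (NM_007669) were −1.83 (SE 0.19, adjusted p = 0.0243) and −1.21 (SE 0.14, adjusted p = 0.0435). A dimmer probe for another transcript of Cdkn1a gave 0.12, a change of sign. The mucin gene Muc5b (NM_028801) was higher by 2.86 (SE 0.31, adjusted p = 0.0271). The clock gene Dbp (NM_016974), named after its values were seen, was called on 1 of its 2 probes, by 1.70 (adjusted p = 0.0243), and its brighter probe gave 1.56 (SE 0.21, adjusted p = 0.0945). All N + B arrays lay on one side of all B arrays for the 5 genes, as they do by chance in 10% of genes.

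Array weights, which gave N + B replicate 2 a weight of 0.0595 and the others 0.458 to 5.28, moved the counts most, to 827 genes lower and 718 higher. With each array left out in turn, 0 to 3 genes were lower and 0 to 5 higher. Without B replicate 1, 0 genes were called by limma, with 2396 probes at an unadjusted p under 0.05. Without N + B replicate 1, 3 were lower and 5 higher, and without N + B replicate 2, 1 was lower and 0 were higher, with 3780 probes at an unadjusted p under 0.05. On all arrays, the unmoderated test gave 7 genes in the fit of 4 groups and 0 with B and N + B alone.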

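Mmp12 (NM_008605) encodes macrophage metalloelastase and Mmp13 (NM_008607) collagenase 3. The log2 signal of Mmp12 was 7.05 ± 1.60 (SD, n = 3) in B and 4.23 ± 1.61 (n = 3) in N + B, a log2 fold change of −2.82 (SE 1.07, adjusted p = 0.459 from limma). The B values lay between 5.20 and 8.13 and the N + B values between 2.37 and 5.27, so that the groups overlapped. The lowest value was that of N + B replicate 2, and without it the log2 fold change was −1.94. With normexp background correction it was −1.19, the smallest fall of the settings tried. Control mice had 4.23 ± 0.37 (n = 3), and there Mmp12 was not well above background on any array, so that it was at least 6.07-fold higher in B than in control mice (adjusted p = 0.159).

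Mmp13 was well above background on 2 of the 3 B arrays and on no other array, and it did not enter the tests. Its mean signal in B was 3.08-fold higher than the bound for N + B, where it was not well above background. That mean takes in B replicate 3 (log2 signal 3.04), where it was not well above background either. The fold is therefore not a strict lower bound.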

The downregulated genes contained some mediators related to pulmonary fibrosis, such as *Mmp12* and *Mmp13* (Fig. 4b). Matrix metalloproteinases (MMPs) degrade the various components of the extracellular matrix proteins and are involved in tissue remodeling and maintenance [19]. MMP-12 reportedly has fibrotic activity in Fas-induced pulmonary fibrosis [20], and MMP-13 has shown similar activity in radiation-induced pulmonary fibrosis [21]. Thus, the downregulation of MMPs may be involved in the improvement of lung fibrosis and injury.

The most upregulated gene *Scgb3a1* codes for the Scgb3a1 protein, which is a member of the secretoglobin family that includes CCSP and Scgb3a2; *Scgb3a1* is predominantly expressed in the epithelium of mammalian airways [22]. 

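The array carries a probe for Scgb3a1 (NM_170727) and 1 for Scgb1a1, the gene of CCSP, but no probe paired with Scgb3a2. The log2 signal of Scgb3a1 was 7.30 ± 0.21 (SD, n = 3) in control mice, 15.87 ± 0.70 (n = 3) in N, 11.87 ± 2.73 (n = 3) in B and 17.05 ± 0.50 (n = 3) in N + B. Its log2 fold change between N + B and B, 5.18 (SE 1.05, adjusted p = 0.260 from limma), was the highest among the genes tested. All N + B arrays lay above all B arrays, which spread from 9.25 to 14.71. Without B replicate 2, the highest of these, the log2 fold change was 6.63 and passed the threshold, which it did under no other setting tried. Naphthalene alone raised Scgb3a1 by 8.57 against control mice (SE 1.05, adjusted p = 0.0065), and bleomycin alone by 4.57 (SE 1.05, adjusted p = 0.0329). Between N + B and N the difference was 1.18 (SE 1.05, adjusted p = 0.661).

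Scgb1a1 (NM_011681) had a mean log2 signal of 18.34, 18.33, 18.37 and 18.33 in control, N, B and N + B, each with an SD under 0.05 (n = 3), near the top of the range of these arrays. Quantile normalization gives the top ranks nearly the same value on every array. The equal means and small SDs therefore do not measure whether Scgb1a1 differed between the groups.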

Exogenous Scgb3a2 administration has been shown to suppress bleomycin-induced pulmonary fibrosis via TGF-β signaling downregulation [23]. 

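The log2 signal of trefoil factor 2 (NM_009363) was 4.76 ± 0.97 (SD, n = 3) in control mice, where it was well above background on 1 of the 3 arrays, 8.77 ± 1.11 (n = 3) in N, 6.68 ± 1.34 (n = 3) in B and 9.95 ± 0.48 (n = 3) in N + B. Between N + B and B its log2 fold change was 3.27 (SE 0.75), which did not pass the adjustment over all probes (adjusted p = 0.310 from limma). The highest B value, 8.20, was under the lowest N + B value, 9.46 (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow). With each array left out in turn the log2 fold change stayed between 2.76 and 4.00, and array weights gave 2.51, the setting that brought it past the threshold. In N it was higher than in control mice by 4.01 (SE 0.75, adjusted p = 0.0230), and in N + B higher than in N by 1.19 (SE 0.75, adjusted p = 0.585).

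**Figure D3:**
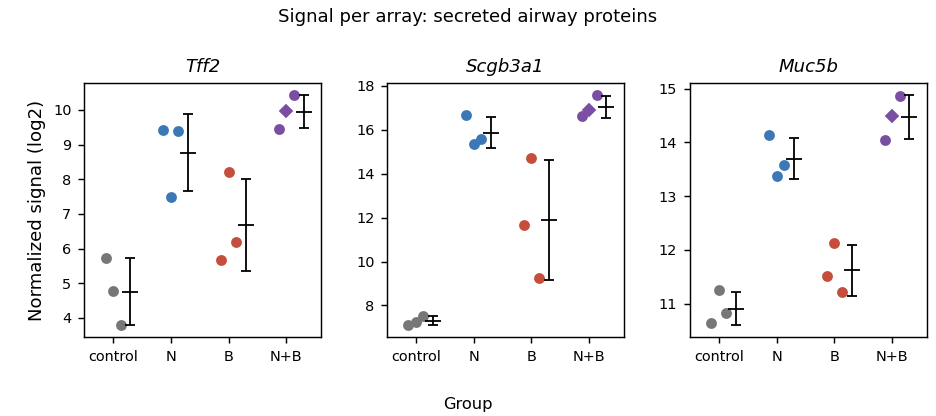
Normalized log2 signal (vertical axis) of the genes of 3 secreted airway proteins, Tff2, Scgb3a1 and Muc5b, on each array, by group. Circles are mice, the diamond is N + B replicate 2, and the black bars give the mean and SD of 3 mice. The N mice lie above the control mice for all 3 genes, and the N + B means are 9.95, 17.05 and 14.48.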

*Tff2* is also upregulated; this gene codes for TFF2, which is secreted as peptides from many mucin-producing cells. *Tff2* is associated with injury and repair in the gastrointestinal tract by various functions, including the anti-apoptotic effect and migration promotion [24]. The exogenous TFF2 treatment has been shown to reverse airway remodeling in mice model of allergic airway disease [25]. Unlike club cells, regenerated bronchiolar epithelial cells have anti-inflammatory, anti-fibrotic characters.

The alterations in gene expressions at bronchiolar epithelium suggest that club cells act as a conductor of pulmonary fibrosis. Intratracheal bleomycin instillation damages the bronchioles first [3], which induces the production of profibrotic and proinflammatory mediators in the club cells. Thus, excessive wound response and inflammation response in club cells worsen pulmonary fibrosis.

It was unexpected that the depletion of club cells attenuated bleomycin-induced lung injury. Because, previous reports showed that the depletion of club cells or CCSP deficiency augmented LPS-induced lung inflammation and induced alveolar dysfunction [6, 11]. In CCSP^−/−^ mice, LPS increased TNF-α signaling via toll-like receptor 4 (TLR4) on macrophages [11]. Bleomycin-induced pulmonary fibrosis was augmented in TLR4^−/−^ mice [26]. The result indicates that an alteration of TLR4 expression by naphthalene administration is partly responsible for the suppression of bleomycin-induced lung injury. Alveolar inflammation and depletion of alveolar type II cells were found in transgenic mice that were not able to regenerate bronchiolar epithelium after club cell injury, but not in naphthalene-induced club cell injury [6]. It suggests that airway regenerative capacity is involved in the maintenance of alveolar function and homeostasis. Thus, we speculate that alveolar stability mediated by rapid airway reconstruction after club cell injury results in the suppression of bleomycin-induced lung injury.

There were two limitations in the present study. First, microarray analysis was performed on day 14, when the CCSP-positive cells had mostly been repaired in the naphthalene-treated mice. Therefore, the gene expression profile on day 14 cannot determine whether active or inactive genes are responsible for the lung injury. Second, because we used naphthalene to transiently deplete club cells, we could not rule out the effect of the naphthalene on the alveolar epithelial cells. A genetically CCSP-deficient (CCSP^−/−^) mouse model should be used in further research to assess the effect oh the naphthalene.

## Conclusions

In conclusion, we demonstrated that naphthalene-induced club cell depletion protects mice from bleomycin-induced lung injury and fibrosis. Although the pathogenesis of pulmonary fibrosis remains to be fully elucidated, we have demonstrated the involvement of club cells in this disease.

## Abbreviations

BAL: bronchoalveolar lavage
CCSP: club cell secretory protein
ELISA: enzyme-linked immunosorbent assay
LPS: lipopolysaccharide
MMP: matrix metalloproteinases
TFF2: trefoil factor 2
TGF-β1: transforming growth factor-β1
TLR4: toll-like receptor 4
TNF: tumor necrosis factor
TSLP: thymic stromal lymphoprotein

## References

[1] Raghu G, Collard HR, Egan JJ, Martinez FJ, Behr J, Brown KK (2011). An official ATS/ERS/JRS/ALAT statement: idiopathic pulmonary fibrosis: evidence-based guidelines for diagnosis and management. Am J Respir Crit Care Med.

[2] Selman M, King TE, Pardo A (2001). American thoracic society, European respiratory society, American college of chest physicians. Idiopathic pulmonary fibrosis: prevailing and evolving hypotheses about its pathogenesis and implications for therapy. Ann Intern Med.

[3] Hagimoto N, Kuwano K, Kawasaki M, Yoshimi M, Kaneko Y, Kunitake R (1999). Induction of interleukin-8 secretion and apoptosis in bronchiolar epithelial cells by Fas ligation. Am J Respir Cell Mol Biol.

[4] Coraux C, Roux J, Jolly T, Birembaut P (2008). Epithelial cell-extracellular matrix interactions and stem cells in airway epithelial regeneration. Proc Am Thorac Soc.

[5] Kim CF, Jackson EL, Woolfenden AE, Lawrence S, Babar I, Vogel S (2005). Identification of bronchioalveolar stem cells in normal lung and lung cancer. Cell.

[6] Reynolds SD, Giangreco A, Hong KU, McGrath KE, Ortiz LA, Stripp BR (2004). Airway injury in lung disease pathophysiology: selective depletion of airway stem and progenitor cell pools potentiates lung inflammation and alveolar dysfunction. Am J Physiol Lung Cell Mol Physiol.

[7] Singh G, Katyal SL (1997). Clara cells and Clara cell 10 kD protein (CC10). Am J Respir Cell Mol Biol.

[8] Stripp BR, Reynolds SD (2008). Maintenance and repair of the bronchiolar epithelium. Proc Am Thorac Soc.

[9] Reynolds SD, Malkinson AM (2010). Clara cell: progenitor for the bronchiolar epithelium. Int J Biochem Cell Biol.

[10] Hermans C, Bernard A (1999). Lung epithelium-specific proteins: characteristics and potential applications as markers. Am J Respir Crit Care Med.

[11] Snyder JC, Reynolds SD, Hollingsworth JW, Li Z, Kaminski N, Stripp BR (2010). Clara cells attenuate the inflammatory response through regulation of macrophage behavior. Am J Respir Cell Mol Biol.

[12] Van Winkle LS, Buckpitt AR, Nishio SJ, Isaac JM, Plopper CG (1995). Cellular response in naphthalene-induced Clara cell injury and bronchiolar epithelial repair in mice. Am J Phys.

[13] Hamada N, Maeyama T, Kawaguchi T, Yoshimi M, Fukumoto J, Yamada M (2008). The role of high mobility group box1 in pulmonary fibrosis. Am J Respir Cell Mol Biol.

[14] Harada C, Kawaguchi T, Ogata-Suetsugu S, Yamada M, Hamada N, Maeyama T (2011). EGFR tyrosine kinase inhibition worsens acute lung injury in mice with repairing airway epithelium. Am J Respir Crit Care Med.

[15] Sekiya S, Suzuki A (2011). Direct conversion of mouse fibroblasts to hepatocyte-like cells by defined factors. Nature.

[16] Huang DW, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[17] Khalil N, O'Connor RN, Unruh HW, Warren PW, Flanders KC, Kemp A (1991). Increased production and immunohistochemical localization of transforming growth factor-beta in idiopathic pulmonary fibrosis. Am J Respir Cell Mol Biol.

[18] Herro R, Antunes DSR, Aguilera AR, Tamada K, Croft M (2015). Tumor necrosis factor superfamily 14 (LIGHT) controls thymic stromal lymphoprotein to drive pulmonary fibrosis. J Allergy Clin Immunol.

[19] Löffek S, Schilling O, Franzke C-W (2011). Series “matrix metalloproteinases in lung health and disease”: biological role of matrix metalloproteinases: a critical balance. Eur Respir J.

[20] Matute-Bello G, Wurfel MM, Lee JS, Park DR, Frevert CW, Madtes DK (2007). Essential role of MMP-12 in Fas-induced lung fibrosis. Am J Respir Cell Mol Biol.

[21] Flechsig P, Hartenstein B, Teurich S, Dadrich M, Hauser K, Abdollahi A (2010). Loss of matrix metalloproteinase-13 attenuates murine radiation-induced pulmonary fibrosis. Int J Radiat Oncol Biol Phys.

[22] Reynolds SD, Reynolds PR, Pryhuber GS, Finder JD, Stripp BR (2002). Secretoglobins SCGB3A1 and SCGB3A2 define secretory cell subsets in mouse and human airways. Am J Respir Crit Care Med.

[23] Kurotani R, Okumura S, Matsubara T, Yokoyama U, Buckley JR, Tomita T (2011). Secretoglobin 3A2 suppresses bleomycin-induced pulmonary fibrosis by transforming growth factor beta signaling down-regulation. J Biol Chem.

[24] Kjellev S (2009). The trefoil factor family - small peptides with multiple functionalities. Cell Mol Life Sci.

[25] Greeley MA, Van Winkle LS, Edwards PC, Plopper CG (2010). Airway trefoil factor expression during naphthalene injury and repair. Toxicol Sci.

[26] Yang HZ, Wang JP, Mi S, Liu HZ, Cui B, Yan HM (2012). TLR4 activity is required in the resolution of pulmonary inflammation and fibrosis after acute and chronic lung injury. Am J Pathol.

How the deposited data were processed for this re-analysis (not part of the article)

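Gene expression was measured in bronchiolar epithelial cells captured on day 14 from 12 mice, 3 in each of 4 groups (control, N, B and N + B), on 1-colour SurePrint G3 Mouse arrays with 1 array per mouse. The deposited files hold the spot intensities and the flags that the authors' Feature Extraction software (version 10.7.1.1 per the file headers, 9.5.1.1 in the methods) writes for each array. The processed signal used here is an intensity on a linear scale with the background subtracted within the array, and no normalization between arrays had been applied.

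The signals were log2-transformed and quantile normalized over the 12 arrays with limma 3.58.1 in R 4.3.3, with data.table 1.17.8. Quantile normalization is the method that the paper names, for 2 samples at a time. Control spots were left out, spots marked as non-uniform or as population outliers were set to missing, and replicate spots of a probe were averaged. No spot was saturated (0 on every array). Probes were paired with gene symbols through the transcript accessions of RefSeq (assembly GRCm38.p6, used for names only). The files list regions by an older assembly, and no coordinates were used. A probe was tested when it was positive, significant and well above background on all 3 arrays of at least 1 group. For arrays the number of replicates, 3 per group, limits the precision. Where a gene was not well above background on any array of 1 group, its fold is given as a lower bound against the lowest signal that was well above background on each of those arrays.

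Group means were compared with limma (linear model with 4 group means, moderated variances, two-sided, Benjamini-Hochberg adjustment over all probes, threshold 0.05) for N + B against B, B, N and N + B against control, N + B against N, and the interaction of both treatments. A gene counted once however many of its probes passed. The criteria of the study (Z-score of 2 or −2, ratio of 5 or 0.2) were applied to group means. The 7 lists of gene families were tested with camera (correlation 0.01) and fry, with missing values replaced by the mean of the group, and 16 lists of cell type markers were described by their medians. The genes named are those the paper names with the arrays or discusses, those printed in Fig. 5, and those with the largest change among called genes whose groups do not overlap. The comparisons, lists, settings and the rule for naming genes were fixed before the data were examined. Genes named outside that rule are marked as such.

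The alternatives were normalization to the 75th percentile, normexp background correction with an offset of 50, no filter on detection or a filter on all 12 arrays, outlier spots kept, a trended and robust variance prior, array weights, the replicate number or the slide as a block, a fit of only the groups compared, an unmoderated test of these groups alone, the median over all probes of a gene, camera with an estimated correlation, leaving out each array, and for the study criteria other means, Present calls, Z-scores over a sliding window of 500 probes and a ratio of 2. Normexp had been meant to use the mean signal of a spot. The files give the median signal of the spot and of its background, and these were used. The unmoderated test was also run in the fit of 4 groups, which had been planned for the interaction alone. The slide of each array was taken from the files.

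The limma step was tested on simulated data with the spread of these arrays. Of 200 genes changed by 2 or 3 log2 units between N + B and B among 35986 probes, 170 (85%) were recovered, none with the wrong sign, and 13 other probes were called. With the spread estimated without N + B replicate 2, 191 (95.5%) were recovered. These shares hold for 200 changed genes and do not carry over to the genes the paper printed. Of the 21 genes of Fig. 5b that entered the tests, 2 had an adjusted p under 0.05 from limma. Some of the others spread widely between mice, such as Mmp12 (SE 1.07) and Scgb3a1 (SE 1.05). The ontology analysis of Tables 1 and 2 was not repeated, since neither the tested gene lists nor the term members are given in the paper's text. Other experiments of the paper (immunostaining, histology and lavage) were not analysed here.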

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

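The tests of why so many spots were detected on N + B replicate 2 were chosen after the result was seen. The tests of the slide and of other splits of the arrays were set beforehand.

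N + B replicate 2. Of 14665 spots that were not well above background on any of the other 11 arrays, 6731 (45.9%) were detected on this array. The same count for the other arrays was between 47 and 220 (at most 2.70%). Its median signal was 165, against 24.7 to 73.3, and 569 of its spots were marked as non-uniform, against at most 5. It drew attention because the paper does not report on these spots. A raised background over the whole array is argued against, since before background subtraction the local background around its spots had a median signal of 67, inside the range of 61 to 68 of the other arrays, and its negative control spots one of 62, inside the range of 61 to 63. Material that binds probes regardless of what they were designed for may have been hybridized with the RNA: the share of otherwise undetected spots that was detected was alike in all classes of probe, from 40.5% to 48.1%, with 45.0% for coding transcripts and 45.8% for genome regions. Control probes of foreign sequence were detected about as often. Of 81 such probes that were undetected on the other arrays, 39 (48.1%) were detected on this array (one-sided exact binomial test against the lowest class of mouse probes, p = 0.934), and on each other array 0 of 42 were. The negative control spots, which stayed dark, are all copies of a single probe. Genomic DNA of the female mouse cannot be told apart from other sources by these spots. Probes of genes on the Y chromosome were detected at 42.9% (12 of 28), against 44.6% for other chromosomes, but such genes can have relatives elsewhere in the genome. No biological explanation was tested.

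Interaction. The response to bleomycin differed with naphthalene for 253 genes by limma's interaction term, 227 of them lower than the separate treatments add up to and 26 higher, and 5866 probes had an unadjusted p under 0.05. Of 100 splits of the 12 arrays, drawn at random and with the real one included, 1 gave as many genes. The other splits also mix the treatments themselves, which widens the spread within their groups, so these splits cannot exclude chance for the interaction. The count depends on single arrays, from 15 without B replicate 2 to 1187 without N + B replicate 2. The slide cannot be told apart from the treatments here, because all controls lie on 1 slide with N replicate 1 and the other 8 arrays on the other. With slide as a block, 2 genes were called, but a single array then carries the link between the slides. The biological difference that the design names, naphthalene before bleomycin, stays open beside the slide.

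Bleomycin alone. The paper shows B against control in Fig. 5a only for chosen genes. Over all genes, limma called 1385, 351 lower and 1035 higher, counts that include 1 gene with probes in both directions. Among the genes with large changes, Spp1 had a log2 fold change of 5.24 (SE 0.32, adjusted p = 1.27e-04) and Asgr1 of −3.601 (SE 0.92, adjusted p = 0.0468), with no overlap between the groups for either. Thbs4 was at least 35.3-fold higher in B than in control mice, where it was not well above background. Of the 10 splits of the 6 arrays 1, the real one, gave as many genes. With 10 splits no smaller share is possible, so the splits cannot decide on chance. It was weighed by limma alone, under its model of the spread, where 21.4% of probes had an unadjusted p under 0.05. The slide stays open, because no B array lies on the slide of the controls. With slide as a block 1 gene was called. Leaving out 1 array gave 342 genes (without B replicate 2) to 901 (without control replicate 1).

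Naphthalene alone. Limma called 640 genes in N against control, 151 lower and 489 higher, a comparison the paper's text does not make. Among the called genes without overlap between the groups, Scgb3a1 had the largest rise, 8.57, and Sult2a1 was at least 9.26-fold lower in N, where it was not well above background. The slide as the whole cause can be looked at only on the 1 naphthalene array that shares the slide of the controls. Of 489 genes called without N replicate 1, 470 (96.1%) lay beyond every control array on N replicate 1 in the called direction, where 36.6% did in simulations with no change on that array. With slide as a block no gene was called (0 by limma, with 2781 probes at an unadjusted p under 0.05), since that block leaves this same array alone to carry the comparison. Leaving out 1 array gave 115 genes (without N replicate 2) to 489 (without N replicate 1). Of the 10 splits 1, the real one, gave as many genes as the 640. With 3 arrays against 3 no smaller share is possible, so the splits cannot decide on chance. It was weighed by limma alone, under its model of the spread, where 15.2% of probes had an unadjusted p under 0.05. Because the comparison within a slide rests on 1 array, the slide and naphthalene both stay open.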

How the results depend on the processing

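Tests chosen after the result was seen: the settings for single genes in B and N against control, and the unmoderated test in the fit of 4 groups except for the interaction. The others were not.

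Limma counts, N + B against B (3 lower, 2 higher). Probes on all 12 arrays and outlier spots kept gave the same 3 and 2 genes, slide as a block gave 3 and 2 (2 and 2 of them shared), and no detection filter 4 and 2 (2 and 2 shared). The 75th percentile gave 2 and 0, normexp 9 and 3, a trended robust prior 12 and 11, and array weights 827 and 718. The replicate block gave 1 and 0. Only the groups compared gave 0 and 0 with limma. The unmoderated test gave 0 and 0 with these groups alone (2665 probes at an unadjusted p under 0.05) and 7 genes in the fit of 4 groups. Where limma gave 0 genes in a direction, 2198 to 6735 probes had an unadjusted p under 0.05. Leaving out 1 array gave 0 to 3 lower and 0 to 5 higher. The cause of these shifts was not tested, apart from fewer arrays where arrays are left out.

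Other counts, in the order B against control (1385), N against control (640), N + B against control (215) and interaction (253). The 75th percentile gave 2081, 1097, 560 and 711. Normexp gave 2132, 1163, 644 and 720. No detection filter gave 900, 386, 102 and 78, over more probes. A trended robust prior gave 2125, 1234, 801 and 813, and array weights 7233, 3967, 3008 and 4067. The replicate block gave 821, 329, 65 and 49, and the slide block 1, 0, 0 and 2. Only the groups compared gave 2844, 1270 and 1, without the interaction. The unmoderated test gave 554, 27 and 0 with the groups compared alone (4136 probes at an unadjusted p under 0.05 for the 0), and 1521, 662, 173 and 176 in the fit of 4 groups. Leaving out 1 array gave 342 to 901, 115 to 489, 41 to 395 and 15 to 1187. Probes on all 12 arrays and outlier spots kept stayed within a factor of 1.5. N + B against N gave 0 genes with limma (3137 probes at an unadjusted p under 0.05) and 0 with the unmoderated test, both of these groups alone (1473 probes) and in the fit of 4 groups, but 887 with array weights and 0 to 6 when 1 array was left out. Its other settings gave 0. The slide block changes little between B and N + B, which lie on 1 slide.

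The same-numbered mice of different groups were not pairs: of 18 same-numbered pairs, 1 had a correlation of its deviations from the group means above 0.1 (range −0.57 to 0.11), so the values with the replicate block are given only here.

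Study criteria (6 lower, 13 higher). The arithmetic mean gave 16 and 97, Present on all 3 arrays of at least 1 group 12 and 26, no Present filter 14 and 145, a ratio of 2 286 and 275, and the criteria met in each same-numbered pair 0 and 0. Leaving out 1 array gave 4 to 23 and 6 to 62. The other settings stayed within a factor of 1.5. The cause was not tested, except that the lower ratio passes more genes.

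Lists. All 126 medians of the 7 lists under the settings were below 0. The receptors lost their call with the 75th percentile (−0.23), normexp (−0.17), array weights (−0.0516), only the groups compared (−0.41), the median over all probes of a gene (−0.42) and the estimated correlation (−0.41), and ranged from −0.57 to −0.0721 with 1 array left out. With the estimated correlation, the chemokine ligands (−0.75), acute-phase proteins (−1.09) and serine protease inhibitors (−0.53) lost theirs at unchanged medians. Complement and coagulation passed without B replicate 3 or N + B replicate 2, in a range of −0.36 to −0.17. The calls of the other lists did not change. Apart from the estimated correlation, which alters the test alone, the cause was not tested.

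Genes. Of 37 pairs of gene and comparison, 34 kept their sign under all settings. Tslp reversed to 0.28 with the 75th percentile, 0.48 with array weights and 0.41 without N + B replicate 2 (range −0.53 to 0.41 with 1 array left out). Tnfsf14 reversed to 0.0100, 0.25 and 0.14 (range −1.05 to 0.14), and Hmgb1 to −0.0852 with the 75th percentile. Of 607 values, 529 kept sign and side of the threshold, 52 lost and 19 gained the call, and none of the 11 called pairs stayed called under every setting. Signal over background limits the dim genes: normexp took Cxcl3 from −3.22 to −0.71 and Plau from −2.44 to −0.67.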

Differences from the paper's values

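No test in this part was chosen after the result was seen. The settings compared are those set before the data were examined.

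The paper's text gives 17 downregulated genes, and the study criteria as applied here gave 6. Its 16 upregulated genes compare with 13, a difference within the factor of 1.5 used here. The count of lower genes also fell outside that factor with the 75th percentile (6), quantile normalization of the 6 arrays of B and N + B (6), Present on at least 2 of 3 arrays (7), Z within a sliding window (6), a ratio of 2 (286), the criteria met in each same-numbered pair (0), and without B replicate 1 (5), B replicate 2 (7) or N + B replicate 2 (4). It lay within it with the arithmetic mean of the 3 mice (16), Present on all 3 arrays of at least 1 group (12), no Present filter (14), and without B replicate 3 (23), N + B replicate 1 (19) or N + B replicate 3 (19). The 16 lower genes of the arithmetic mean came with 97 higher ones, outside the factor of the paper's value. The count of higher genes also lay outside that factor without N + B replicate 1 (62), 2 (6) or 3 (51). The same held with Present on all 3 arrays of at least 1 group (26), no Present filter (145) and a ratio of 2 (275). With the criteria met in each same-numbered pair it was 0, and with the other settings it lay within the factor. All 6 of the lower genes and 3 of the 13 higher ones are printed in Fig. 5b. With Present on all 3 arrays of at least 1 group, 11 of 12 lower genes and 6 of 26 higher ones are, among them Kng1, Cxcl3, Atp6v1b1 and Cyp2b13, and with no Present filter 12 of 14 and 8 of 145.

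Of the 33 genes of Fig. 5b, 28 have a named probe on the array and 21 entered the tests, and for 20 of these the log2 fold change had the sign of the paper's. The bars of the figure are on the log2 scale used here. Kng1 differed, with the paper's value about −3.6 in Fig. 5b, read by eye, against −0.89 here. No setting came within the spread between mice, the nearest being the median over all probes of the gene, with −2.26. The dimmer of its 2 probes gave −3.63. Ikzf4 differed with about −2.5 in Fig. 5b, read by eye, against −0.75 here, and Rhox3f with about 2.6 in Fig. 5b, read by eye, against −0.48 here. For both no setting came within the spread, with ranges of −0.97 to −0.37 and −0.74 to −0.02.

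Genes that the paper prints as regulated and that the criteria here do not pass include Atp6v1b1, Cyp2b13 and Cxcl3, whose fitted log2 fold changes were 4.18, 3.73 and −3.22 but which were not Present on all 6 arrays. With normexp background correction they were 1.44, 2.02 and −0.71.

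The paper states that 3 pathways, cytokine and receptor interaction, matrix and receptor interaction, and complement and coagulation, were upregulated in N + B. None of the lists closest to them had a median above 0 here (−0.34 for cytokines, −0.41 for receptors, −0.10 for matrix and receptors, −0.25 for complement and coagulation), under any of the settings tried. The median over all genes tested was −0.14, and that of matrix and receptors lay above it, the others below. For matrix and receptors the direction camera gave was up (adjusted p = 0.735). These lists are not the terms of the paper.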

Other observations

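The tests of single arrays, of the naphthalene effect and of the captured cell types were chosen after the result was seen. The splits of the arrays for gene counts and lists were set beforehand.

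Genes lower in N + B than in B. The array of N + B replicate 2 is argued against only as the sole source of the 6 lower genes. Without it all 6 were still lower, by log2 ratios of −3.28 to −1.94, and 3 still passed the study criteria. Mmp12, Plau and Thbs4 no longer passed. Each had its lowest N + B value on that array (2.37, 2.42 and 2.95), which deepened their mean falls. Fewer immune cells in the captured material stays open. The macrophage and lymphocyte markers had medians of −0.37 and −0.32, but the neutrophil markers had 0.00886, with 3 of 6 lower, which decides nothing. Without N + B replicate 2 the medians were −0.40 for macrophages, 0.12 for lymphocytes, a change of sign, and −0.31 for neutrophils. Fewer mesenchymal cells cannot be told apart either, with a median of −0.0694 for the fibroblast markers and −0.03 for those of smooth muscle, whose members went both ways. Without that array they were −0.12 and −0.21.

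Genes higher in N + B than in B. For 7 of the 13 genes, the array of N + B replicate 2 is a candidate source, since these 7 no longer passed without it and stood on that array at log2 signals of 10.5 or more, against 7.24 or less on the other N + B arrays. The 6 others may reflect an effect of naphthalene that is also there without bleomycin. All 6 (Bpifa1, Bpifb1, Gp2, Muc5b, Scgb3a1 and Tff2) were higher in N than in control by 2.79 to 8.57, 5 of them with an adjusted p under 0.05 from limma, and none of the 7 was higher there by 1 log2 unit. The slide was not excluded for single genes.

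Splits of the arrays. For N + B against B and N + B against control, 1 of 10 splits, the real one, gave as many genes. For N + B against N all 10 did, as the count was 0 (3137 probes at an unadjusted p under 0.05). For the list medians, the number of 10 splits with a median as far from 0 was 1 for chemokine ligands, cytokines, receptors, acute-phase proteins and serine protease inhibitors, 2 for complement and coagulation and 4 for matrix and receptors. With 3 arrays against 3 no share under 1 of 10 is possible, so these splits cannot exclude chance for any of them.

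N + B against control gave 30 genes lower and 185 higher by limma, 215 in all. All controls lie on the other slide, so the slide and the treatments cannot be told apart in this comparison.

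Genes the paper discusses from other experiments. The paper reports less TGF-β1 protein in lavage fluid on day 14 and by immunostaining, there mostly in the early phase. The arrays measure RNA of captured bronchiolar cells on day 14, so their values are not a like-for-like check. On the arrays Tgfb1 had a log2 fold change of −0.94 between N + B and B (adjusted p = 0.459 from limma), and −0.50 without N + B replicate 2. Tnf had −1.28 (adjusted p = 0.403) and −0.88 without that array, and Tlr4 had −0.22 (adjusted p = 0.550). Tslp had −0.22 (adjusted p = 0.833) and 0.41 without that array, and Tnfsf14 had −0.59 (adjusted p = 0.565) and 0.14 without it. Hmgb1 had 0.20 (adjusted p = 0.653), and −0.09 with the 75th percentile. Scgb1a1 had −0.04 (adjusted p = 0.860), at top ranks where quantile normalization leaves little room for a difference.

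Cell type markers. The median log2 fold changes between N + B and B were 0.13 for club cells, 0.21 for ciliated cells, 1.17 for goblet or mucous cells, −0.51 for basal cells, −0.01 for alveolar type II cells, −0.19 for alveolar type I cells, 0.10 for endothelial cells, −0.59 for mesothelial cells, −0.95 for erythroid cells, −0.53 for cartilage and −0.997 for hepatocytes. Of the 10 goblet or mucous markers 9 were higher in N + B, 4 of which (Muc5b, Tff2, Bpifb1 and Scgb3a1) also passed the study criteria on these arrays. Their median was 3.39 in N against control, 2.14 in B and 3.58 in N + B. Without N + B replicate 2 the medians between N + B and B were 0.19 for club cells, 0.26 for ciliated cells, 1.0 for goblet or mucous cells, −0.09 for alveolar type II cells, −0.20 for alveolar type I cells, 0.18 for endothelial cells, −0.30 for mesothelial cells, −0.55 for erythroid cells, −0.41 for cartilage and −0.53 for hepatocytes. That of basal cells changed sign, to 0.13. No marker list was tested.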
